A study of Homo sapiens with 26 samples. Its data were reported in "A Conserved BDNF, Glutamate- and GABA-Enriched Gene Module Related to Human Depression Identified by Coexpression Meta-Analysis and DNA Variant Genome-Wide Association Studies" (2014).

How the data were processed

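RNA of postmortem dorsolateral prefrontal cortex from 26 donors, 13 control and 13 MDD, had been hybridised to Affymetrix Human Genome U133 arrays of the A set, 1 array per sample. The labels name each as one of a matched pair, and do not say what the pairs were matched on. The authors deposited 1 table of intensity values on a linear scale, with 1 value per probe set and array. The submitters' processing notes name GCOS, RMA and GCRMA, with no versions, and which of them made the deposited intensity values is not given in the sources used here. The values ran from 1 to 27056.2 and 39.8% were below 10, so weak transcripts lie near a floor where differences are compressed.

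Values were taken as log2(value + 1). Fold changes are therefore on that scale, which understates the change of dim genes. Of the 22283 probe sets, 20114 were in the platform annotation, 19071 with 1 gene, 1043 with several and 2169 not listed. Only probe sets with 1 gene were used. The 68 Affymetrix control probe sets were left out of the gene tests, as were genes on the Y chromosome, XIST and TSIX. Each of 11939 genes was represented by its probe set with the largest interquartile range, as in the methods of the study, of which 4304 had more than 1 probe set. The 20% of genes with the lowest mean were removed before testing, which left 9551. No other step of normalization between arrays was added.

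MDD was compared with control by limma (lmFit and eBayes) without a block, with Benjamini-Hochberg adjustment. Gene lists, fixed before the data were examined, were tested by camera with a preset correlation of 0.01, by camera with an estimated correlation and by fry, for lists with at least 5 tested genes. Of 27 lists, 26 were tested. The blood list had fewer tested genes and appears only among the correlations and mean levels, where the dim genes were kept and its mean log2 difference was -0.03. The sensitivity of the fit was tested on simulated data with 200 changed genes among 9551.

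For module 35, the score of a sample was the mean of gene-wise z scores, compared by a permutation test with 100000 resamples. Coexpression was the mean absolute Pearson r over pairs of members, set against 10000 random lists matched on mean expression. The difference between groups was tested with 10000 swaps of the group labels after each gene was centred within its group. On simulated data with 1 correlation structure in both groups this test gave p under 0.05 in 3 of 100 sets. Correlations with BDNF used 100000 resamples. Dim genes were kept in these steps.

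Named genes were taken by a rule fixed beforehand. The text gives only some of the genes taken, and the choice among them followed no stated rule. The rule took the 12 genes of smallest p in each direction as none passed, the 2 members of smallest p in each list, a fixed set of genes, of which 23 were measured, and the 6 members of module 35 with the largest absolute r with BDNF. The members of module 35 given with their r to the rest of the module were chosen after their values were seen. RNA quality was measured as the 3 prime minus 5 prime log2 signal of the GAPDH and beta-actin control probe sets.

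Alternatives covered array normalization, the filter on dim genes, the probe set per gene, the variance model, array weights, the first principal component (24.3% of the variance) or RNA quality as a covariate, the pair number as a block, and leaving out pairs or single samples. The versions were R 4.3.3, limma 3.58.1, Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. The labels do not give batch or scan date, so no batch was modelled, and p-values over samples assume that the 26 donors are independent.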

Results

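Postmortem tissue of the human dorsolateral prefrontal cortex (DLPFC) was profiled on 26 arrays. The labels place 13 samples in the control group and 13 in the major depressive disorder (MDD) group, and number the samples of both groups as 13 matched pairs. Each array gave 1 intensity for each of 22283 probe sets, the sets of short oligonucleotides that measure one transcript. The median intensity of an array lay between 20.7 and 25, and the 75th percentile between 271.6 and 332.6. After probe sets were assigned to genes and dim genes removed, 9551 genes were compared. The number of arrays limits the precision, and the median standard error (SE) of a group difference was 0.10 on the log2 scale.

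The first question was which genes differed between MDD and control cortex. No single gene passed, so the genes of smallest p are given as values. Among those higher in MDD were MAPK10 (JNK3, a stress-activated kinase of neurons), at a log2 difference of 0.23 (SE 0.061, p = 0.000964), FAM89B at 0.25 (SE 0.075, p = 0.00217), and the ribosomal protein genes RPL9 at 0.23 and RPL11 at 0.22. PRDX3, a mitochondrial peroxidase, differed by 0.18 (SE 0.061, p = 0.00741). Among those lower in MDD were GAR1, a protein of small nucleolar ribonucleoproteins, at -0.33 (SE 0.089, p = 0.00103), IGF1 (insulin-like growth factor 1) at -0.66 (SE 0.20, p = 0.0025), the tumor necrosis factor receptor TNFRSF1A at -0.30 (SE 0.092, p = 0.00317) and the complement receptor C3AR1 at -0.39 (SE 0.12, p = 0.00349). MAPK10 was above the control median in 11 of 13 MDD samples, IGF1 in 1 of 13 and GAR1 in 0 of 13. Claudin 5 (CLDN5), a tight junction protein of the brain endothelium, differed by -0.48 (SE 0.16, p = 0.00645).

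By limma with Benjamini-Hochberg adjustment, 0 of the 9551 genes passed an adjusted p of 0.05, and the smallest adjusted p was 0.747. At an unadjusted p under 0.05 there were 364 genes, 138 higher and 226 lower in MDD, against 477.55 that chance gives among 9551 tests. How many genes at this threshold were higher or lower depended on the scaling of the arrays, with each refit giving its own set of genes. After quantile normalization 183 were higher and 97 lower, and after each array was centred on its median 435 were higher and 54 lower. Among simulated genes changed by 1 on the log2 scale, 97% of 200 were recovered, while 18% were recovered at a change of 0.25.

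Of 26 gene lists fixed before the data were examined, 6 differed from the other genes by camera with a preset correlation, and none of these 6 calls held with an estimated correlation. Other splits of the samples into 13 and 13 gave a median of 8 lists with the preset correlation. Genes of the cytosolic ribosome lay higher in MDD, by a mean log2 difference of 0.13 over 38 genes, of which 35 were higher and 3 lower (adjusted p = 8.95e-20 with the preset correlation, adjusted p = 0.254 with an estimated correlation). The mean level of the list was above the control median in 11 of 13 MDD samples. Genes of oxidative phosphorylation, the mitochondrial respiratory chain and ATP synthase, had a mean difference of 0.08 with 33 of 39 higher (adjusted p = 1.17e-08 with the preset correlation, adjusted p = 0.61 with an estimated correlation). Its level was above the control median in 10 of 13 MDD samples, and the complex I subunits NDUFB1 and NDUFA1 were at 0.20 and 0.25. Proteasome subunits had a mean difference of 0.07, with 24 of 27 higher (adjusted p = 2.12e-05, and adjusted p = 0.61 with an estimated correlation), among them PSMD1 at 0.16 and PSMC3 at 0.17, and its level was above the control median in 10 of 13. Without control replicate 3 the proteasome mean was 0.046 and without pair 3 it was 0.038, and without pair 9 the mean of oxidative phosphorylation was 0.047, all still past the test. With quantile normalization the means were 0.089 for the ribosome, 0.057 for oxidative phosphorylation and 0.063 for the proteasome. By camera with the preset correlation their adjusted p was then 2.68e-07, 0.011 and 0.0194. With the first principal component or the astrocyte, oligodendrocyte and microglia scores in the fit, the difference in the mean level of oxidative phosphorylation was 0.049 (SE 0.047) and 0.05 (SE 0.048). Presynaptic genes had a mean difference of 0.03, with 14 of 21 higher (adjusted p = 0.0169, and adjusted p = 0.669 with an estimated correlation), including amphiphysin (AMPH) at 0.16 and the vesicle fusion ATPase NSF at 0.19. Its level was above the control median in 6 of 13, and it no longer passed with quantile normalization, with 40% of genes filtered, with the first principal component or RNA quality in the fit, without pair 4 or 9, without control replicate 9 or 13, or without MDD replicate 4 or 9. The presynaptic mean was 0.00044 without control replicate 9, 0.0044 without control replicate 13 and -0.01 without pair 9, so its direction rests on few samples.

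A pair of lists lay lower in MDD. The list of BDNF and activity-dependent genes, the transcripts that neurons induce within minutes to hours of firing, had a median log2 difference of -0.30, with 21 of 25 members lower (adjusted p = 0.00455 with the preset correlation, adjusted p = 0.701 with an estimated correlation). The phosphatase gene DUSP1 differed by -0.66 (SE 0.24) and the immediate early gene IER2 by -0.48 (SE 0.19). BDNF itself went the other way, at 0.12 (SE 0.20, p = 0.557). The mean level of the whole list was above the control median in 3 of 13 MDD samples, and the size of the difference rests in part on control replicate 9. Without it the mean of -0.40 was -0.25, without pair 9 it was -0.24, and the list passed in neither case. Control replicate 9 had the highest score of this list (2.26), and of heat shock (2.81), glucocorticoid-responsive (2.10) and cytokine genes (1.61). The paper states that postmortem collection does not allow acute changes of state to be identified reliably. A change in neuronal firing was not tested and cannot be read from this list. Cytokine and acute phase genes had a median difference of -0.12, with 16 of 19 lower (adjusted p = 0.024, and adjusted p = 0.701 with an estimated correlation). TNFRSF1A was at -0.30 and NFKB1, which encodes a subunit of the transcription factor NF-kappa B, at 0.20. The list level was above the control median in 5 of 13, and the list did not pass without the dim filter, with array weights, with the first principal component in the fit, without pair 2, 4, 9 or 10, without control replicate 9 or 10, or without MDD replicate 2, 4 or 10. Its mean of -0.081 was -0.031 without control replicate 9 and 0.00021 with the first principal component in the fit. No member of any of the 26 lists passed an adjusted p of 0.05 over all genes, and none did when adjusted over the list alone. By fry, which asks whether the genes of a list move one way, 0 lists passed, with a smallest adjusted p of 0.482, and the ribosomal and endothelial lists had unadjusted p = 0.0207 and 0.0377. With an estimated correlation the ribosomal list alone had an unadjusted p under 0.05 (p = 0.00976).

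**Figure D1:**
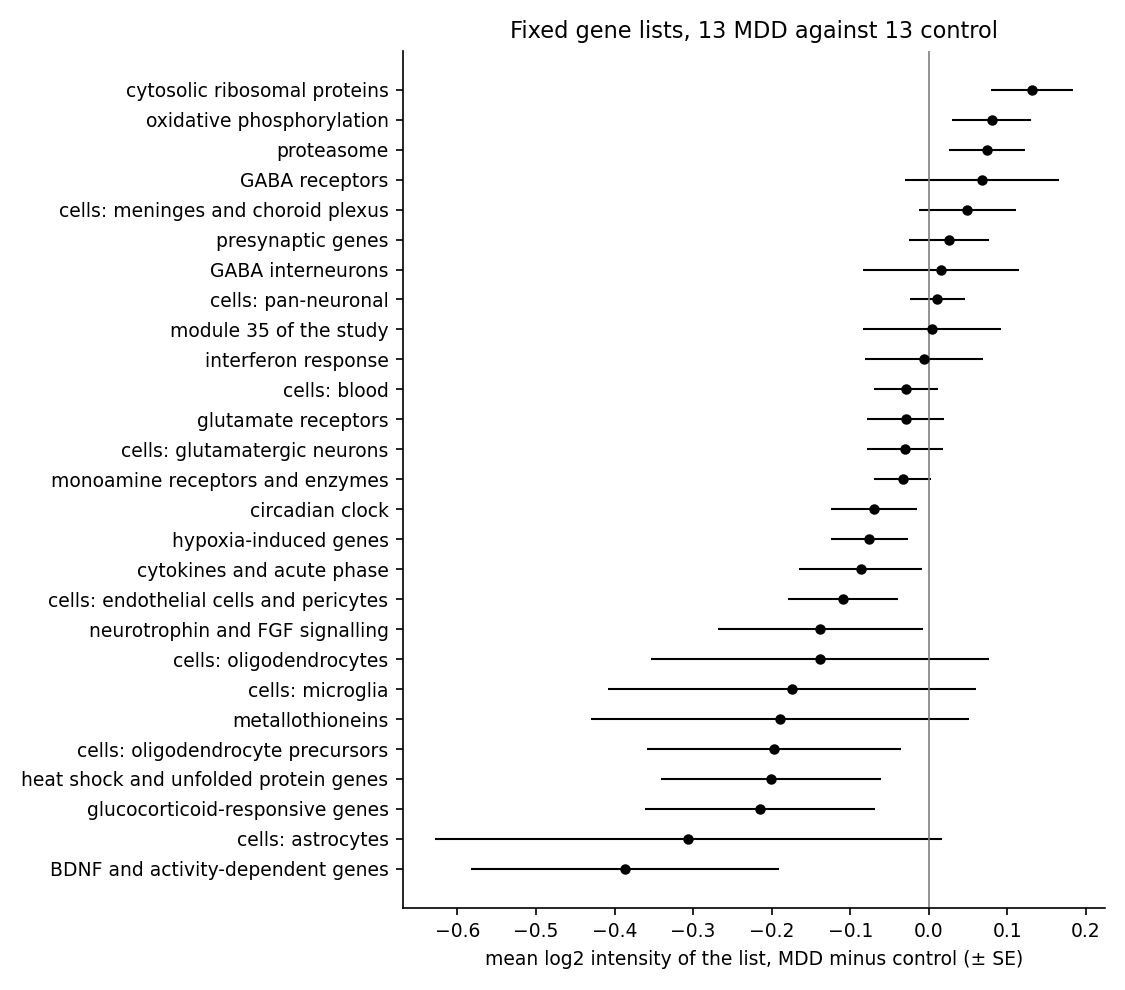
Mean log2 intensity of each fixed gene list, MDD minus control, over 13 samples in each group. Points are differences of group means and bars are 1 SE. The ribosomal list lies at 0.13 and the activity-dependent list at -0.39, and adjusted p over the lists was 0.526 for both.

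Cell type markers gave no list past the camera test without further scaling, and some passed under alternatives. Astrocyte markers had a mean difference of -0.31 over 17 genes, 15 of them lower (adjusted p = 0.131), including the glutamate transporter SLC1A2 at -0.69 (SE 0.47) and angiotensinogen (AGT) at -0.65 (SE 0.40). Without MDD replicate 3 the astrocyte mean was -0.11, and with the first principal component in the fit it was 0.035. Microglial markers had a mean difference of -0.22 with 11 of 13 lower (adjusted p = 0.398), and markers of endothelial cells and pericytes -0.13 with 13 of 16 lower (adjusted p = 0.0786). Oligodendrocyte markers had -0.15 (adjusted p = 0.613), markers of their precursors -0.22 (adjusted p = 0.398), and markers of the meninges and choroid plexus 0.05 (adjusted p = 0.755). Of the oligodendrocyte markers 2 were higher and 13 lower, with MOBP at 0.31 (SE 0.21) and UGT8 at -0.44 (SE 0.37). Of the meninges and choroid plexus markers 3 were higher and 8 lower, with a median of -0.068 and AQP1 at 1.01 (SE 0.62). Without MDD replicate 8 their mean was 0.022. Pan-neuronal markers had a mean difference of 0.01, with 7 of 14 higher (adjusted p = 0.213). Markers of glutamatergic neurons had a mean of -0.03 although camera placed them above the other genes (adjusted p = 0.442). The glutamatergic mean was -0.0072 without control replicate 1, -0.011 without MDD replicate 11 and -0.045 without MDD replicate 3. With each array centred on its median 13 lists passed, the astrocyte, microglial, oligodendrocyte and endothelial lists among them. Astrocyte and endothelial markers also passed with quantile normalization and with 40% of genes filtered, and microglial and endothelial markers with RNA quality in the fit. The microglial mean was -0.38 with RNA quality in the fit. Leaving out single samples also let the astrocyte, microglial or endothelial list pass in some cases. Without MDD replicate 10 the means of microglial and oligodendrocyte markers were -0.082 and -0.03, and without MDD replicate 3 that of oligodendrocyte precursors was -0.083. The sign of the pan-neuronal mean changed with quantile normalization, the first principal component or RNA quality, that of oligodendrocyte markers with the first principal component, and that of glutamatergic markers with median centring. The pan-neuronal mean was also negative without control replicate 9 (-0.0047) or 13 (-0.0022) and without MDD replicate 5 (-0.0014). It was negative without pair 5, 9 or 13 as well.

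Genes of GABA and glutamate transmission, the inhibitory and excitatory systems of the cortex, gave no list past the camera test. Mean differences were 0.08 for GABA receptors (adjusted p = 0.117), 0.02 for GABA interneuron genes (adjusted p = 0.415) and -0.03 for glutamate receptors (adjusted p = 0.994), where quantile normalization and median centring changed the sign. The glutamate receptor mean was -0.060 without MDD replicate 2 and -0.013 without MDD replicate 11. With RNA quality in the fit the means were -0.00084 for GABA receptors, -0.051 for GABA interneuron genes and -0.068 for glutamate receptors. With the first principal component in the fit they were 0.0046, -0.078 and -0.074. The GABA interneuron mean had no stable sign, at -0.041 without control replicate 9, -0.026 without MDD replicate 1 and 0.059 without MDD replicate 12. Without MDD replicate 2 the GABA receptor mean was 0.024, while the list passed without control replicate 3 or without MDD replicate 12 or 13. GABRA2 was at 0.0023, with the other sign after quantile normalization. The interneuron neuropeptides somatostatin (SST) and neuropeptide Y (NPY) differed by -0.13 (SE 0.29) and 0.18 (SE 0.23). VIP differed by 0.03, PVALB by 0.07 and CRH by -0.02, each within 1 SE, and CRH changed sign with median centring. GAD1 and GAD2, which encode the enzymes that make GABA, were at 0.19 (SE 0.33) and -0.12 (SE 0.090). The probe set used for GAD2 was dim, with a mean log2 intensity of 3.80 in control, so its difference may be understated. The receptor subunit genes GABBR2 and GABRB2 were at 0.14 and 0.28, and GRIK2 and GRM8 at -0.07 and -0.14. FKBP5, a glucocorticoid-induced chaperone, was at 0.06 (SE 0.091).

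Glucocorticoid-responsive genes had a mean difference of -0.24 (adjusted p = 0.117), heat shock and unfolded protein genes -0.19 (adjusted p = 0.131), and the metallothioneins, which bind zinc, -0.19 (adjusted p = 0.398). These rest in part on single samples. Without control replicate 9 the mean of glucocorticoid-responsive genes was -0.14 and that of heat shock genes -0.073, and without MDD replicate 3 that of metallothioneins was -0.076. With the first principal component in the fit the means were -0.074 for glucocorticoid-responsive genes, -0.10 for heat shock genes and 0.03 for metallothioneins, the last with its direction turned. Glucocorticoid-responsive and heat shock genes passed with quantile normalization, with median centring and with 40% of genes filtered, and metallothioneins with median centring. The glucocorticoid list also passed without control replicate 1 or 4, without MDD replicate 11, 12 or 13, and without pair 1, 11 or 13, and the heat shock list without control replicate 11 or pair 11. FOXO1 was at -0.57 (SE 0.22), HSPA5 at -0.28 (SE 0.15) and MT2A at -0.32 (SE 0.21). Neurotrophin and FGF signalling had a mean of -0.15 (adjusted p = 0.438), with the angiogenic factor VEGFA at -0.48 (SE 0.17). That mean was -0.08 without MDD replicate 3, -0.055 without pair 3 and 0.0018 with the first principal component in the fit. Genes of serotonin, noradrenaline and dopamine had a mean of -0.03 (adjusted p = 0.879), of the other sign with quantile normalization or median centring, with monoamine oxidase B (MAOB) at 0.37 (SE 0.17) and the adrenergic receptor ADRA2A at -0.53 (SE 0.27). The mean of this list was -0.013 without MDD replicate 13 and -0.061 without MDD replicate 2. The circadian clock, hypoxia-induced and interferon response lists had means of -0.08, -0.09 and 0.01 (adjusted p = 0.99, 0.943 and 0.534). The circadian mean was -0.044 without pair 9, the hypoxia mean -0.052 without control replicate 9, and the interferon mean had no stable sign, at -0.051 without MDD replicate 7 and 0.044 without control replicate 1. The direction given by camera was opposite to the sign of the mean for the circadian, glutamate receptor and meninges lists.

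Module 35 is the set of 88 coexpressed genes that the study singled out, with BDNF, ephrin receptors and GABA and glutamate receptors among its members. Of these, 63 were measured here. The study formed the module on 11 series that include these samples, so it is not independent evidence. The module score, the mean over the 63 genes of each sample's z score, differed by -0.01 between MDD and control (permutation test, 2-sided p = 0.966). Of the 60 members kept after the dim filter, 29 were higher and 31 lower in MDD, and the mean and the median log2 difference had opposite signs, both under 0.01 in size. By camera the list did not pass (adjusted p = 0.217), but it passed, as higher in MDD, without the dim filter, without pair 11, without control replicate 1 and without MDD replicate 11 or 13. EGR3 was at -0.17 (SE 0.099), NRN1 at 0.12 (SE 0.075), RELN (reelin) at -0.16 (SE 0.14), CALB1 (calbindin) at 0.05 (SE 0.28), EPHA3 at 0.08 (SE 0.17), EPHA5 at 0.05 (SE 0.25), SLITRK3 at 0.07 (SE 0.11) and SLITRK5 at -0.02 (SE 0.093). GRM7 and GABRA4 were at -0.047 and 0.0078. The sign of GRM7 changed with quantile normalization and with median centring, and that of SLITRK5 with the latter.

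**Figure D2:**
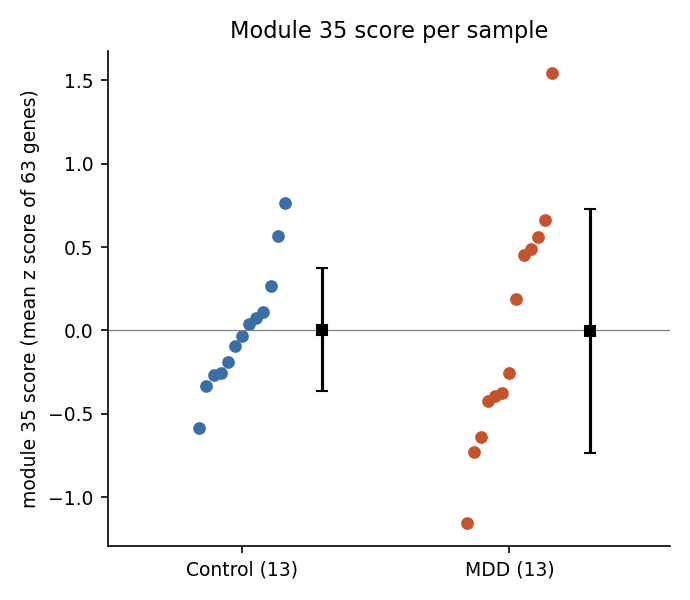
Module 35 score of each sample, as the mean z score of 63 genes. Circles are samples, squares are group means and bars are 1 SD. The means lie close together, and the SD was 0.369 in control and 0.731 in MDD.

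The members of module 35 were correlated with each other across these samples. Over all 26 samples the mean absolute Pearson correlation of the 1953 pairs of members was 0.348. The median of 10000 random lists of the same size and matched mean expression was 0.236, and none of the random lists reached the module (p = 0.0001, the smallest that this number of lists can give). With pair means removed the module no longer passed against matched random lists (p = 0.0569). The mean signed correlation was 0.311. CUX2, a transcription factor of upper cortical layers, CA10 and CALB1 followed the rest of the module most closely, with r of 0.88, 0.86 and 0.84. CARHSP1 had the lowest r, at -0.40 over all samples, -0.10 in control and -0.50 in MDD, which was not tested. Since these samples were among those that defined the module, the value is not independent evidence.

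Within the groups the correlation was higher in MDD. The mean absolute correlation was 0.278 in control and 0.485 in MDD, a difference of 0.207 (permutation test, 2-sided p = 0.0229). The control value lay at percentile 5.36 of the matched random lists within control samples, whose median was 0.296. The MDD value was above all 10000 lists within MDD samples, whose median was 0.287. In signed correlation both groups lay above all random lists, at 0.156 in control and 0.428 in MDD. Of the 63 members, 52 had a higher r with the rest of the module in MDD, and 53 exceeded 0.5 in MDD against 21 in control. EPHA3 went from -0.13 in control to 0.83 in MDD, DACH1 from -0.43 to 0.77 and BDNF from 0.39 to 0.84, while GABBR2 had 0.44 and 0.42 and GRP 0.52 and 0.27. These members are not independent, and no member was tested by itself. When the same permutation test was run on all 27 lists, a comparison added after the data were seen, the adjusted p of module 35 was 0.309. For module 35 mean absolute correlation, MDD minus control, leaving out MDD replicate 2, which had the highest module score (1.54), gave 0.119 (without MDD replicate 2, p = 0.0306). The difference was no longer past the test with the astrocyte score removed (0.0777, p = 0.303), with the astrocyte, oligodendrocyte and microglia scores removed (0.0562, p = 0.249, where 182 of 1000 sets of random list scores lowered it as far) or with the first principal component removed (0.154, p = 0.0755). It also did not pass without pair 9, 11 or 13, or without control replicate 3, 6, 7, 9 or 13, with p from 0.0585 to 0.0702.

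**Figure D3:**
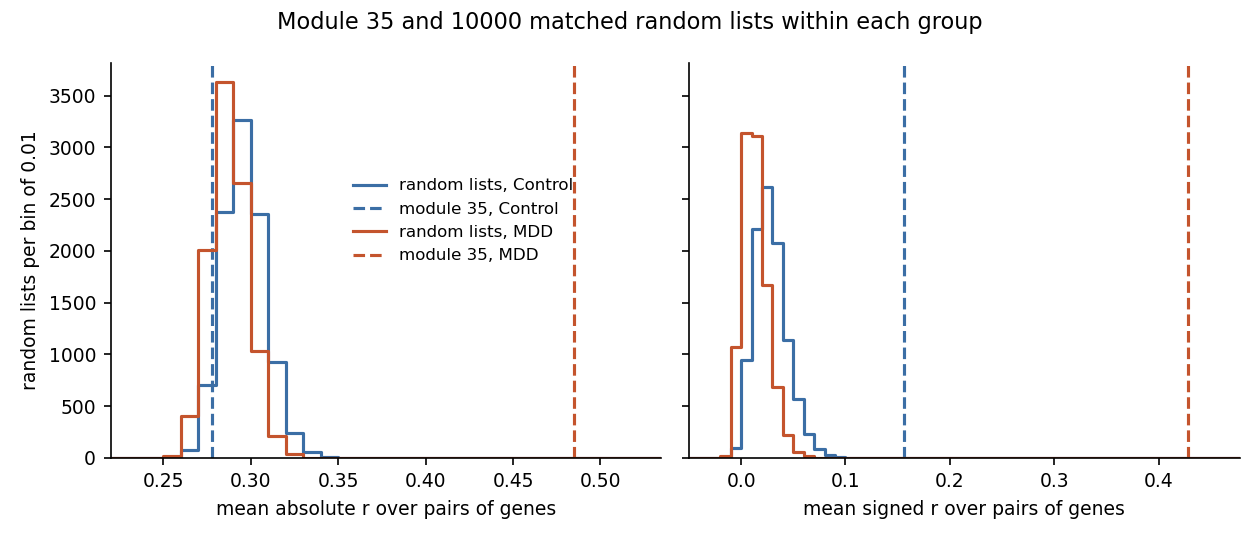
Mean absolute r (left) and mean signed r (right) over pairs of genes. Solid lines count 10000 random lists per bin of 0.01 within 13 control and 13 MDD samples, and dashed lines mark module 35, at 0.278 and 0.485 for the absolute and 0.156 and 0.428 for the signed r.

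**Figure D4:**
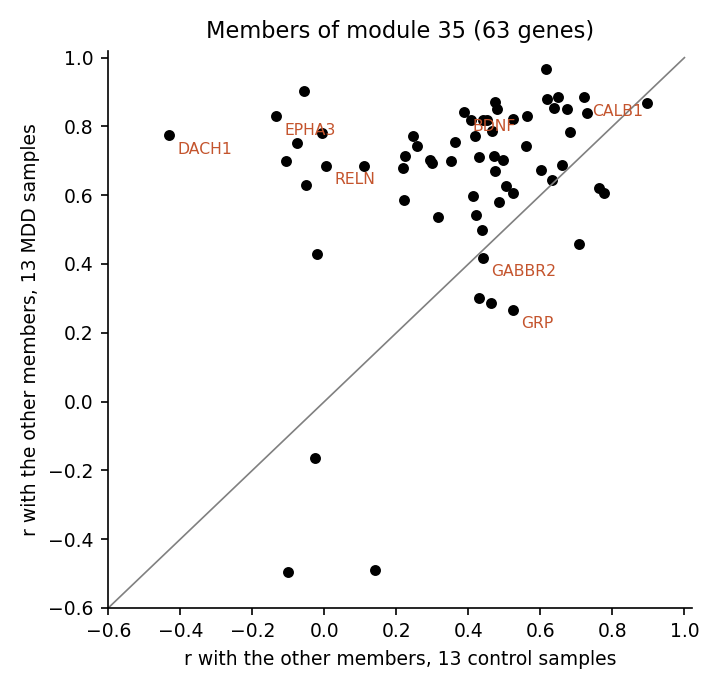
Pearson r of each of the 63 members with the mean z score of the other members, in control (x axis) and in MDD (y axis). Points above the diagonal, 52 of 63, had the higher r in MDD.

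BDNF, a member of the module, was compared with the 62 other measured members. Its level correlated with 27 of them after Benjamini-Hochberg adjustment over the 62, all positively, and with 21 by Spearman's rho. The closest were the phosphatase gene DUSP14 (r = 0.728, permutation p = 4e-05, adjusted p = 0.00227, rho = 0.597), NEK2 (r = 0.70, rho = 0.597), RFTN1 (r = 0.691, rho = 0.659), ITPKA (r = 0.663, rho = 0.665), FRMPD4 (r = 0.662, rho = 0.599) and NECTIN3 (r = 0.657, rho = 0.609). Permutation p over these 6 genes was at most 0.00028 for r and 0.00169 for rho. Without the 2 samples farthest from the BDNF median these r were 0.556, 0.722, 0.734, 0.705, 0.556 and 0.535. Of the 27 genes, 25 had a positive r in both groups. The mean absolute r of BDNF with the members was 0.406, against a median of 0.227 for matched random lists. The median r with the members was 0.182 in control and 0.612 in MDD, and 54 of 62 members had the higher r in MDD, a difference that was not tested gene by gene. RELN and SLITRK5 had r of -0.531 and -0.455 in control and 0.528 and 0.517 in MDD, and over all samples -0.019 and 0.0624 (permutation p = 0.925 and 0.763). NTNG1 was among the dim genes (mean log2 intensity 2.28 in control) and had r = -0.203 with BDNF (permutation p = 0.318, rho = -0.208).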

Values the study reported

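The study lists this DLPFC cohort with 26 subjects, 20,338 probe sets and 12,703 genes. The study combined 11 MDD data sets and describes 88 genes in module #35.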

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

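Single samples left out, a pseudocount of 16, RNA quality and cell type scores in the module results, and the removal of the 2 farthest MDD samples were chosen after seeing the data. Genes past adjusted p 0.05 stayed at 0 in every alternative run. The 364 genes at unadjusted p were 962 with array weights. For genes at unadjusted p under 0.05, MDD against control, every probe set tested by itself gave 567 of 15227 probe sets, or 3.72% against 3.81% of genes. The count ranged from 195 (without pair 5) to 632 (without pair 12), and over single samples from 263 to 648, with 648, 571 and 640 without control replicates 1, 7 and 12. The 6 lists past the threshold became 13 with arrays centred on the median, 0 with an estimated correlation and 0 by fry, 3 without pair 9 and 12 without pair 11, and 4 to 11 over single samples, with 10 and 11 without MDD replicates 12 and 13. The cause was not tested.

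The module 35 shift of -0.01 had either sign, 0.0499 with quantile normalization, -0.169 with the first principal component removed and -0.0973 to 0.0901 without 1 pair, with no p below 0.439. The mean absolute correlation over all samples passed in all alternatives except with pair means removed. The difference between MDD and control was 0.154 with the first principal component removed (p = 0.0755), 0.0562 with the astrocyte, oligodendrocyte and microglia scores removed (p = 0.249; 182 of 1000 random sets of scores lowered it as far) and 0.0777 with the astrocyte score removed (p = 0.303). It was 0.119 to 0.229 without 1 pair and 0.119 to 0.228 without 1 sample, with 0.119 without pair 2 (p = 0.0378). For module 35 mean absolute correlation, MDD minus control, it did not pass without replicate 9, 11 or 13 of both groups (p = 0.06, 0.0608 and 0.0669) or without control replicates 3, 6, 7, 9 and 13 (p = 0.0664, 0.0592, 0.0585, 0.0702 and 0.0604). The cause was not tested.

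By the correlation of their deviations from the group means, samples of the same pair number were at most weakly alike. That correlation was above 0.1 in 5 of 13 pairs, and 3 of 26 samples correlated best with their own number. Its median was 0.083 for the same number and 0.002 for other numbers. Between pair members r was 0.674 for GABA receptor scores (permutation p = 0.011, adjusted p = 0.308), 0.45 for module 35 scores and -0.495 for endothelial scores. No measure passed adjustment, so over 13 pairs a shared component was neither shown nor excluded. With the replicate block there were 0 genes past adjusted p, 507 at unadjusted p and 6 lists, a module shift of -0.01 (exact test, p = 0.956), a correlation of 0.299 over all samples (p = 0.0569) and a group difference of 0.207 (p = 0.0235).

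Of 4888 values of named genes under alternatives, 148 changed sign and none was past the threshold. Of 1352 values of lists, 59 passed that did not pass as reported, 36 no longer passed and 98 changed sign without passing. With 39.8% of values under 10, signal over background limits dim genes: FKBP5 had a mean log2 intensity of 2.90 in control, just above the filter at 2.80. GRIK2 (3.00 in control), NFKB1 (3.26) and GAD2 (3.80) were also dim, below the filter on 40% of genes at 3.95.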

Other observations

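The correlations of the module score with other lists, the comparison of other lists within groups, the spread of the module score and the tests of explanations in this part were chosen after the result was seen. By Pearson r, the relations with the module score that passed adjustment over 27 measures were negative for lists sharing no gene with the module. Over 26 samples it correlated with the metallothionein score at r = -0.651 (permutation p = 0.00028, adjusted p = 0.00486 over 27 relations, rho = -0.627 with p = 0.00089, r = -0.647 without the 2 farthest samples) and with the astrocyte score at r = -0.618 (permutation p = 0.00096, adjusted p = 0.00648, rho = -0.581 with p = 0.00214, r = -0.642 without the 2 farthest samples). With glutamatergic neuron markers r was 0.616 (permutation p = 0.00093, adjusted p = 0.00648, rho = 0.597 with p = 0.00161, r = 0.619 without the 2 farthest samples), 1 gene being shared. Glucocorticoid-responsive genes had r = -0.51 (permutation p = 0.00892, adjusted p = 0.0344, rho = -0.608 with p = 0.00118, r = -0.609 without the 2 farthest samples). The receptor and interneuron lists share 1 or 2 genes with the module. GABA receptors had r = 0.642 (permutation p = 0.00036, adjusted p = 0.00486, rho = 0.595 with p = 0.00153, r = 0.476 without the 2 farthest samples). Glutamate receptors had r = 0.589 (permutation p = 0.00163, adjusted p = 0.0088, rho = 0.543 with p = 0.00506, r = 0.511 without the 2 farthest samples). GABA interneuron genes had r = 0.553 (permutation p = 0.00361, adjusted p = 0.0162, rho = 0.588 with p = 0.00208, r = 0.608 without the 2 farthest samples). With pan-neuronal markers r was 0.257 (permutation p = 0.205, rho = 0.248 with p = 0.222, r = 0.154 without the 2 farthest samples). Presynaptic genes, which share no gene with the module, had a positive r of 0.468 (permutation p = 0.0153, adjusted p = 0.0517, r = 0.529 without the 2 farthest samples). That relation passed adjustment by rho only (rho = 0.493 with permutation p = 0.0112, adjusted p = 0.0337). BDNF and activity-dependent genes, of which 4 are shared with the module, also passed by rho only (rho = 0.53 with permutation p = 0.00642, adjusted p = 0.0217). Their r was 0.358 (permutation p = 0.0756, adjusted p = 0.146, r = 0.706 without the 2 farthest samples). With microglial markers r was 0.284 (permutation p = 0.159, rho = 0.314 with p = 0.118, r = 0.318 without the 2 farthest samples), and with oligodendrocyte markers -0.436 (permutation p = 0.0261, adjusted p = 0.0704, rho = -0.39 with p = 0.0497, r = -0.413 without the 2 farthest samples), neither past adjustment. The astrocyte relation was -0.157 in control and -0.743 in MDD, a difference that was not tested. The SD of the module score in MDD was 1.98 times that in control (permutation p = 0.0334, not adjusted). The spread of a mean of z scores grows with the signed correlation of the members, here 0.156 in control and 0.428 in MDD. The wider spread is therefore not separate from the higher correlation. The ratio without MDD replicate 2, whose score was 1.54, was not tested.

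Within-group correlation of other lists also differed in size. Metallothioneins had a mean absolute r of 0.655 in control and 0.915 in MDD (permutation p = 0.0133), microglial markers 0.409 and 0.653 (p = 0.0416) and astrocyte markers 0.527 and 0.748 (p = 0.0826). Heat shock and unfolded protein genes had 0.496 and 0.270 (p = 0.269), and control replicate 9 stood apart in their score, at 2.81 against 0.426 for the next control. None passed after adjustment over 27 lists, the smallest adjusted p being 0.309.

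The counts of genes and lists were set against other splits of the 26 samples into 13 and 13, with 100 splits drawn, the real one included. The 364 genes at unadjusted p were reached by 59 of 100 splits, with 2162 in the highest other split and a median of 416. The 6 lists were reached by 67 of 100 splits, with 16 in the highest other and a median of 8, above the real count. The preset correlation of 0.01 lay below the estimated correlations of these 6 lists, from 0.131 to 0.395. The small p-values it gave are therefore weak evidence for single lists. Chance therefore could not be excluded for these 2 counts. For the 0 genes past adjusted p by limma, all 100 splits count as at least as large by definition, so the splits say nothing about chance, and the highest other gave 3. A split with 2162 genes points to a structure of the samples, and which structure that split followed was not tested. A candidate is the first principal component (24.3% of the variance). With it in the fit the mean difference of astrocyte markers went from -0.31 to 0.035. MDD replicate 3 had its highest value (41.8) and the lowest astrocyte score (-2.45). MDD replicate 9 was also high on it (20.2), with an astrocyte score of 0.092.

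Higher ribosomal protein genes in MDD were weighed against RNA quality, cell composition and the scaling of the arrays. The mean difference of 0.13 (SE 0.052) was 0.14 (SE 0.053) with RNA quality in the fit, which argues against RNA quality as its whole cause. It was 0.11 (SE 0.053) with the astrocyte, oligodendrocyte and microglia scores in the fit, so a part due to cell composition may remain. With quantile normalization the mean difference was 0.089, so a part due to the scaling of the arrays stays open too. The permutation p of the mean level was 0.0199, and 0.526 after adjustment over 27 lists, so chance also stays open. The diagnosis itself stays among the open explanations.

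The stronger correlation of module 35 within MDD was weighed against few samples, RNA quality and cell composition. Without the 2 MDD samples farthest from the MDD median of the module score the difference was 0.116 (p = 0.0349), so these samples carry part of it but not all. With RNA quality removed within groups it was 0.242 (p = 0.0032), which argues against RNA quality. With the astrocyte score removed it was 0.0777, but 86 of 1000 scores of random lists lowered it as far, so varying astrocyte content is a candidate explanation that stays open. A hypothesis that the module varies with astrocyte content in MDD cortex would need cell counts or sorted cells.

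Probe sets that name several genes or none were outside the comparisons. Of 2520 tested, 0 passed an adjusted p of 0.05 by limma (smallest 0.501) and 105 had an unadjusted p under 0.05.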
